A study of Mus musculus with 4 samples. Its data were reported in "Comprehensive Identification of Long Non-coding RNAs in Purified Cell Types from the Brain Reveals Functional LncRNA in OPC Fate Determination" (2015).

How the data were processed

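The series measured polyadenylated RNA in mouse neural stem cells (NSCs, cells that can form neurons and glia) driven toward oligodendrocyte precursor cells (OPCs). Per the labels, the cells came from cerebral cortex and were grown with EGF and FGF, each at 20 ng/ml. They were transduced with a lentivirus carrying a short hairpin RNA, selected with puromycin, and differentiated for 3 days with the cytokine CNTF at 20 ng/ml and the thyroid hormone T3 at 40 ng/ml. The control hairpin was directed against luciferase, an insect enzyme with no mouse counterpart, and the other against lnc-OPC, a long non-coding RNA. Each library was made by the submitters from 100 ng of total RNA with a kit that does not mark strand and was sequenced from both ends. The labels call the repeats biological replicates, with 2 libraries per group.

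The deposited count table held whole-number read counts per gene, which the authors made with HTSeq 0.6.1 and did not normalize. The submitters' processing notes also name TopHat 1.3.3, Bowtie 0.12.7, SAMtools 0.1.18, Cufflinks, DESeq and the mouse build mm9. The annotation release and the strand setting of the counting are not given in the sources used here. Reads of overlapping or antisense genes, and of near-identical copies such as ribosomal protein pseudogenes and histone genes, could therefore not be told apart. The table also listed reads outside genes, which stayed out of library sizes and tests. They made up 21.3% and 22.2% of all listed reads in the control libraries and 20.1% and 20.6% in the knockdown libraries. Reads with more than 1 alignment made up 10.7% and 10.9% in the control and 11.2% and 11.1% in the knockdown libraries, and reads that fitted several genes about 0.43% in each.

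A second deposited table held the authors' own comparison for protein-coding genes. Its mean levels were a signal that the authors obtained by dividing counts by DESeq size factors and averaging over libraries. Its ratio of knockdown to control, its log2 fold change and its p-values came from the authors' DESeq run, and the deposited sheet kept genes with an adjusted p under 0.02 and a change over 2-fold. Of 367 listed genes found in the count table, 346 control means and 349 knockdown means lay within 1% of means recomputed here from the counts, which fixed which column was which group. Another deposited table gave p-values of gene ontology terms from DAVID, as the authors computed them.

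Genes were tested with edgeR 4.0.16 in R 4.3.3. The filter filterByExpr (minimum count 10, minimum total 15) kept 14090 of 22608 genes. Counts were scaled by TMM, dispersions were fitted with robust quasi-likelihood, and knockdown was compared with control over all 4 libraries with no covariate, as the study's methods had none. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes with an adjusted p under 0.05 were called, and a second count also required a fitted change over 2-fold. Standard errors are those implied by the fold change and its F statistic. Levels are CPM, counts scaled to the TMM-adjusted library size, with mean ± SD over 2 libraries.

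A total of 26 gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, adjusted over the lists. Camera with an estimated correlation and fry were run beside it. The design, the lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule named oligodendrocyte markers including Mbp and Cnp, the 10 largest increases and 10 largest decreases among called genes with a mean of at least 10 CPM and both knockdown libraries on the same side of both controls, the 5 most abundant genes called over 2-fold, and up to 4 members of each described list, smallest adjusted p first. Some genes that the rule names are not reported here. Gja1, Sec61a1, Msn and Sept2 had been seen as changed in the study's supplement before the rule was written, so they were kept out of every list.

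The gene test was tested on data simulated from the means, library sizes and spread of the 14090 genes, for knockdown against control. It called 66% of 50 genes changed 1.2-fold, 76% of 50 changed 1.5-fold, 88% of 50 changed 2-fold and 94% of 50 changed 4-fold, with 10 false calls. Of 100 random lists of unchanged genes, camera with the preset correlation gave 1 an unadjusted p under 0.05. With an estimated correlation it gave 0 of them one. The camera p of a list with 12 lowered genes was 0.0140 with the estimated correlation and 1.96e-13 with the preset one (13993 genes after the filter). Simulated genes varied independently of each other, so these rates do not cover lists whose members vary together. In the real lists the estimated correlation reached 0.371, for cell cycle genes.

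For matches to the hairpins, the longest 3' UTR of each protein-coding gene was taken from GENCODE M21 (GRCm38), with 1686 genes of the table matched through older symbols in a RefSeq table (GRCm38.p6). Hairpin strands came from the oligonucleotides in the study's methods. The luciferase target sequence listed there differs from the luciferase oligonucleotide, whose strands also differ by 1 base at one end. The oligonucleotide was used, and every pairing of GAGATAC with the luciferase guide rests on that choice. A 3' UTR of at least 50 bases was searched for 13318 tested genes. All 7-base words present in at least 100 of these genes were scored by the mean of the genes' ranked fold changes (as normal scores, centred within 10 bins of 3' UTR length by 10 bins of expression). In shuffled fold changes of the 13318 genes, a word given a shift of 0.1 (log2) ranked 1 of 15999. Shares of genes with a match were compared with 10000 random sets drawn from the same bins, with exact Clopper-Pearson 95% bounds on the share.

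The alternatives were other scalings (DESeq2 1.42.0 size factors, upper quartile, library size only), other filters (none, or at least 1 CPM in at least 2 libraries), each library left out in turn, the replicate number as a block, DESeq2 and limma voom, quasi-likelihood without robust fitting, an adjusted p under 0.02, a test against a 1.5-fold change (glmTreat), and a prior count of 0.5. Where 1 library was left out, the lone sample of its group was assumed to vary like the other group. Removing genes with a hairpin match was added after seeing the data. No coordinates are given, since the reference and the files use different builds. Matches were searched with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.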

Results

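RNA-seq profiles were obtained from 2 control cultures carrying a hairpin against luciferase and 2 cultures carrying a hairpin against lnc-OPC, all differentiated from NSCs toward OPCs for 3 days. Reads counted in genes came to 49584378 and 46144779 in the control libraries and 49663413 and 50098577 in the knockdown libraries. Across the 14090 genes tested, Pearson's r of log2 CPM was 0.996 between the controls and 0.995 between the knockdown libraries, against 0.984 to 0.986 between groups (genes are not independent replicates). The common biological coefficient of variation was 2.95%. The deposited count table held 0 rows named for lnc-OPC, so its level could not be checked and the groups rest on the labels. Both knockdown libraries carried the same hairpin.

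The comparison asked which genes respond when lnc-OPC is depleted during OPC formation. Most tested members of the oligodendrocyte lists fell, and astrocyte genes moved both ways, with Gfap, Sparcl1 and Slc1a2 among those that rose. The oligodendrocyte lists passed camera at its preset correlation but not with an estimated one (adjusted p = 0.349 each). The estimated setting rests on 2 residual degrees of freedom and has little power. A simulated list with 12 lowered genes reached a camera p of only 0.0140 with it, so it cannot decide here. With edgeR's quasi-likelihood test at an adjusted p under 0.05, 3309 genes were higher and 3276 lower in the knockdown. Most of these differences were small, with a median change of 1.21-fold among called genes. Changes over 2-fold were called for 220 higher and 318 lower genes. Over all 14090 genes tested, both knockdown libraries lay on the same side of both control libraries in 10232, where chance gives 33.3% of genes with 2 libraries per group. Of the 538 genes called over 2-fold, 54 higher and 63 lower genes had a mean of at least 10 CPM.

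Mbp, which encodes a main structural protein of the myelin sheath, dropped over 4-fold. It went from 104 ± 16.1 CPM in the control to 22.9 ± 4.49 CPM in the knockdown (SD, n = 2), a log2 change of -2.18 (SE 0.24, edgeR adjusted p = 0.0217). Cnp, an enzyme already made by precursors, changed far less. Its level was 567 ± 15.4 CPM in the control and 478.5 ± 1.95 CPM in the knockdown, a log2 change of -0.24 (SE 0.03, edgeR adjusted p = 9.22e-09).

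**Figure D1:**
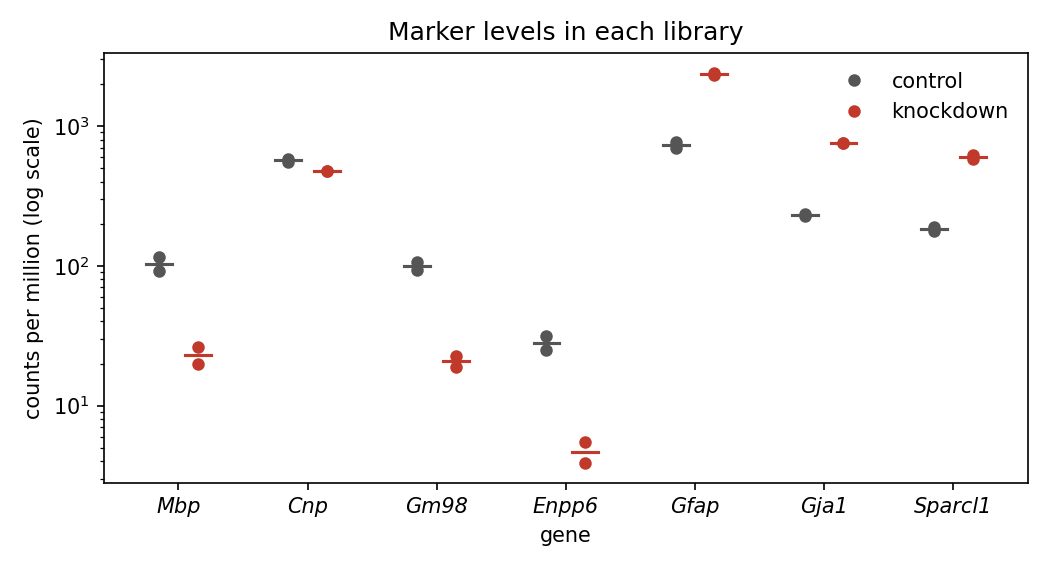
CPM (counts scaled to library size, log axis) of 7 genes in each library, with control in grey and knockdown in red. Points are libraries and bars are means of 2. Mbp, Gm98 and Enpp6 lay lower in both knockdown libraries, Cnp lay slightly lower, and Gfap, Gja1 and Sparcl1 lay higher.

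Several of the genes with the largest decreases also belong to the oligodendrocyte lineage. Gm98, an older symbol of Myrf, the transcription factor that switches on myelin genes, fell 4.79-fold from 99.9 ± 8.89 to 20.9 ± 2.74 CPM (edgeR adjusted p = 3.53e-07). Enpp6, a marker of newly formed oligodendrocytes, fell 5.99-fold (edgeR adjusted p = 6.76e-06). The largest decrease among genes of at least 10 CPM was that of the tetraspanin gene Tspan18, at 7.08-fold, from 20.3 ± 2.05 to 2.86 ± 0.298 CPM. The signalling adaptor Grb10 fell 6.19-fold, the tight junction gene Cldn19 fell 5.85-fold and Aim1 fell 5.54-fold. Parvb and Tmem88b fell 3.76-fold and 3.72-fold. Gpr17, a receptor of committed precursors and among the 5 most abundant genes called over 2-fold, went from 548.9 ± 41.8 to 170.8 ± 32.8 CPM (edgeR adjusted p = 0.025). Its adjusted p was 0.0762 without control replicate 1 and 0.0683 without control replicate 2.

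Gfap, the intermediate filament of astrocytes, was the most abundant of the genes called over 2-fold higher. It went from 735.9 ± 51.3 to 2358 ± 80.5 CPM, a log2 change of 1.68 (SE 0.04, edgeR adjusted p = 2.95e-12). Gja1, the main gap junction gene of astrocytes, rose 3.26-fold to 753.6 ± 2.56 CPM, and the matrix glycoprotein gene Sparcl1 rose 3.29-fold to 603.3 ± 25.5 CPM. Sec61a1, a subunit of the protein channel of the endoplasmic reticulum, rose 3.17-fold, and the septin gene Sept2 rose 2.45-fold to 518.9 ± 0.105 CPM. The largest increases of at least 10 CPM were those of the predicted gene Gm15698 at 5.14-fold, the myosin gene Myh8 at 4.24-fold, the potassium channel gene Kcnj9 at 3.94-fold and S100a4 at 3.56-fold. Lin7a rose 3.25-fold and Glycam1 rose 3.19-fold. The annotated 3' UTRs of Gja1, Sparcl1, Sec61a1 and Sept2 each held 1 match to bases 4 to 10 of the luciferase hairpin's guide strand, the word GAGATAC, and those of Gfap, Gm15698, Myh8, Kcnj9, S100a4, Lin7a and Glycam1 held 0. Among other genes named here, Mbp, Gpr17, Elavl3 and Nrarp, which were lower in the knockdown, and Cd44, Ero1l, Mpeg1 and Wnt7b, which were higher, held 1 each.

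The oligodendrocyte lists fixed beforehand fell together. In the list of myelin and mature oligodendrocyte genes, 17 of 27 tested members fell and 2 rose, both over all genes tested and adjusted over the list alone, with a median log2 change of -0.97 (camera adjusted p = 6.72e-05, adjusted p = 0.349 with an estimated correlation). Fa2h and Gal3st1, enzymes of myelin lipids, fell 4.30-fold and 3.15-fold, and the myelin tight junction gene Cldn11 fell 1.80-fold. Car2, a carbonic anhydrase, rose 1.65-fold. Of 21 newly formed oligodendrocyte genes, 20 fell and 0 rose, with the same counts adjusted over the list alone and a median of -0.58 (camera adjusted p = 1.8e-07, adjusted p = 0.349 with an estimated correlation). The transcription factor Zfp488 fell 2.24-fold, the kinesin gene Kif19a 2.14-fold, Mycl1 1.5-fold and Dll1 1.36-fold.

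Precursor genes were also lower, with a smaller median decrease than the myelin list, although the difference between the lists was not tested. Of 33 members, 25 fell and 1 rose (25 and 2 adjusted over the list alone), with a median log2 change of -0.41 (camera adjusted p = 9.41e-07, adjusted p = 0.349 with an estimated correlation). Sox10 fell 1.84-fold, Sox8 1.75-fold, the cadherin gene Pcdh15 1.95-fold and the nicotinic receptor gene Chrna4 1.59-fold. Some genes, Gpr17 among them, are in both this list and the newly formed list. Among 26 oligodendrogenic transcription factors, which share members with these lists, 21 fell and 2 rose (21 and 3 adjusted over the list alone), with a median of -0.46 (camera adjusted p = 1.45e-06, adjusted p = 0.349 with an estimated correlation). Zeb2 fell 1.47-fold in addition to Sox10, Sox8 and Zfp488.

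**Figure D2:**
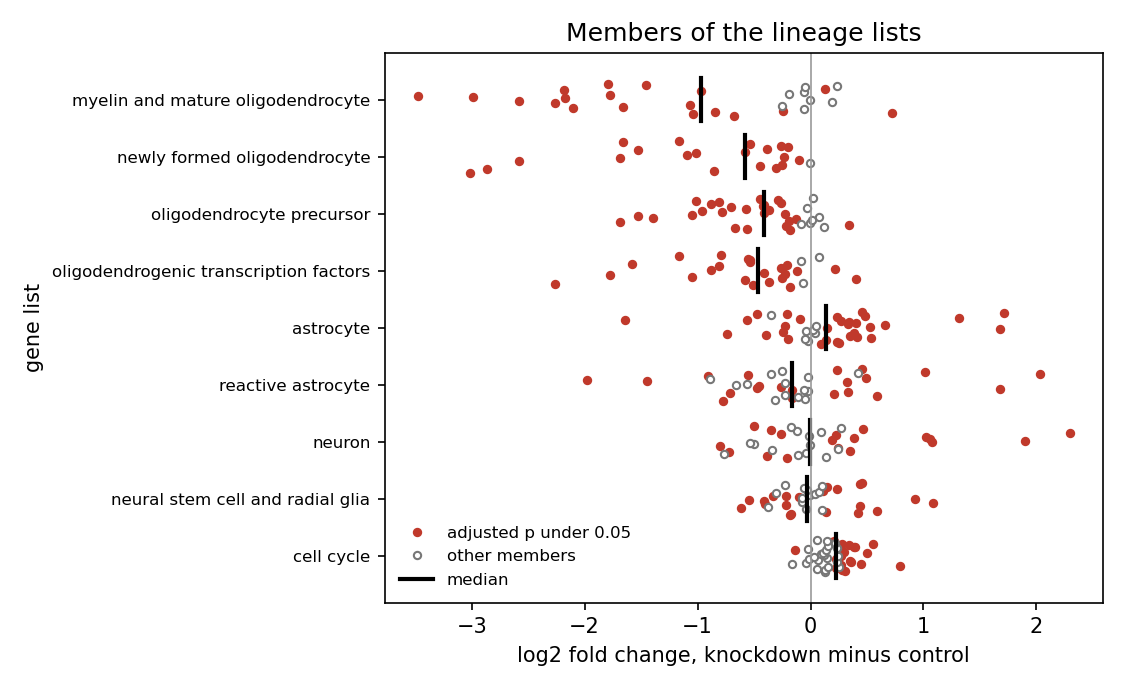
Log2 fold change (knockdown minus control) of each tested member of 9 lists. Filled red points have an edgeR adjusted p under 0.05, open points do not, and black bars are list medians. Medians ran from -0.97 for myelin and mature oligodendrocyte genes through -0.41 for precursor genes to 0.14 for astrocyte genes and 0.22 for cell cycle genes.

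Astrocyte genes moved both ways, with more of them higher. Of 38 tested, 21 rose and 10 fell, with the same counts adjusted over the list alone and a median log2 change of 0.14. The glutamate transporter gene Slc1a2 rose 2.49-fold and Mlc1 rose 1.58-fold, while Pla2g7 fell 1.47-fold. The largest decrease in the list was that of the calcium-binding protein gene S100b, at 3.12-fold from 18.4 ± 1.43 to 5.9 ± 0.0646 CPM (edgeR adjusted p = 8.8e-16), a gene chosen after its values were seen. The list passed camera narrowly (adjusted p = 0.0486, adjusted p = 0.384 with an estimated correlation). Its camera adjusted p was 0.0511 without control replicate 1, 0.0882 without knockdown replicate 1, 0.0746 without knockdown replicate 2 and 0.078 without genes holding a GAGATAC match. The lists of reactive astrocyte, neuron, NSC and microglia genes gave no call with camera. Of 35 reactive astrocyte genes, 10 rose and 11 fell, also adjusted over the list alone (camera adjusted p = 0.353), with Cd44 at 1.5-fold, S100a10 at 1.41-fold and Vim at 1.37-fold among the higher ones. Of 32 neuron genes, 11 rose and 7 fell (12 and 7 adjusted over the list alone, camera adjusted p = 0.825). Elavl3, Ina and Uchl1 fell 1.65-fold, 1.74-fold and 1.41-fold, and Rbfox3 rose 2.08-fold. Among 34 NSC and radial glia genes, 11 rose and 10 fell (12 and 10 adjusted over the list alone, camera adjusted p = 0.906), with Hopx rising 2.12-fold, Lhx2 1.90-fold and the growth factor receptor gene Egfr 1.5-fold. Only 7 microglia genes passed the filter, and 1 of them, Mpeg1, rose (0 adjusted over the list alone, camera adjusted p = 0.736). The edgeR adjusted p of Mpeg1 was 0.0281 with all libraries, 0.193 without control replicate 1, 0.119 without control replicate 2 and 0.44 without knockdown replicate 1. Median and mean differed in sign in 3 of these lists. The median log2 change was -0.01 and the mean 0.13 for neuron genes, -0.03 and 0.03 for NSC genes, and -0.04 and 0.20 for microglia genes.

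Genes of blood vessel cells were lower. Of 14 endothelial and mural genes, 9 fell and 1 rose (9 and 2 adjusted over the list alone), with a median log2 change of -0.85 (camera adjusted p = 0.00849, adjusted p = 0.349 with an estimated correlation). Without a filter on low counts the camera adjusted p was 0.172. The growth factor receptor gene Pdgfrb fell 20.4-fold from 8.74 ± 1.04 to 0.426 ± 0.0836 CPM. Smooth muscle actin, Acta2, fell 2.58-fold to 134 ± 1.48 CPM, the vascular endothelial growth factor receptor gene Kdr fell 2.11-fold and Notch3 fell 1.64-fold. Among 33 fibroblast and extracellular matrix genes, 14 fell and 8 rose (14 and 9 adjusted over the list alone), with no call for the list (camera adjusted p = 0.194). Nid1, Mmp14 and Timp3 fell 2.52-fold, 1.98-fold and 1.53-fold, and Sdc2 rose 1.47-fold.

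The cell cycle, p53 response, oxidative phosphorylation and immediate early lists passed camera in the higher direction. Of 44 cell cycle genes, 20 rose, 1 fell and 23 were not called, with the same counts adjusted over the list alone and a median log2 change of 0.22 (camera adjusted p = 0.000187, adjusted p = 0.489 with an estimated correlation, fry adjusted p = 0.115). Cyclin D1, Ccnd1, rose 1.73-fold, and the DNA synthesis genes Rrm2, Pcna and Rrm1 rose 1.47-fold, 1.3-fold and 1.21-fold. Of 29 p53 response genes, 16 rose and 3 fell, with the same counts adjusted over the list alone and a median of 0.19 (camera adjusted p = 0.00119, adjusted p = 0.349 with an estimated correlation). The cell cycle inhibitor gene Cdkn1a rose 2.18-fold, Ccng1 1.70-fold, Eda2r 1.68-fold and Aen 1.52-fold. Of 38 oxidative phosphorylation genes, 24 rose and 0 fell (29 and 0 adjusted over the list alone), with a median of 0.13 (camera adjusted p = 8.6e-06, adjusted p = 0.349 with an estimated correlation). Ndufb8 rose 1.26-fold, Ndufa2 1.21-fold, Cox6a1 1.19-fold and Sdhc 1.17-fold. Of 23 immediate early genes, 14 rose and 3 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.0287, adjusted p = 0.458 with an estimated correlation, fry adjusted p = 0.0855). Klf6, Dusp6 and Jun rose 1.34-fold, 1.26-fold and 1.22-fold, and Btg2 fell 1.21-fold. Without knockdown replicate 2 the camera adjusted p of this list was 0.0746.

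The Notch, BMP and TGF-beta, and interferon response lists were lower. They share members with lists above, so they are not separate evidence throughout. Bmp4 and Dll1 are also newly formed oligodendrocyte genes, Notch3 is also an endothelial and mural gene, and Cxcl10 is also a reactive astrocyte gene. Of 23 Notch signalling genes, 13 fell and 3 rose, with the same counts adjusted over the list alone and a median log2 change of -0.22 (camera adjusted p = 0.00343, adjusted p = 0.489 with an estimated correlation). The ligand gene Dll3 fell 3.40-fold and the Notch target Nrarp fell 2.46-fold. Of 29 BMP and TGF-beta genes, 19 fell and 3 rose, with the same counts adjusted over the list alone and a median of -0.23 (camera adjusted p = 0.000374, adjusted p = 0.349 with an estimated correlation). Bmp4 fell 7.27-fold from 3.26 ± 0.374 to 0.447 ± 0.0602 CPM. Skil, Id2 and Bmpr1a fell 1.55-fold, 1.33-fold and 1.18-fold. Of 28 interferon response genes, 16 fell and 3 rose (17 and 3 adjusted over the list alone), with a median of -0.44 (camera adjusted p = 0.00121, adjusted p = 0.349 with an estimated correlation). Cxcl10 and Ifih1 fell 1.64-fold each, Parp14 fell 1.38-fold and Gbp3 rose 1.39-fold.

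The remaining lists gave no call with camera at the preset correlation. Of 31 unfolded protein response genes, 14 fell and 5 rose, also adjusted over the list alone (adjusted p = 0.0559), with the chaperone gene Hyou1 falling 1.34-fold, Pdia6 1.27-fold and Pdia4 1.26-fold, and Ero1l rising 1.83-fold. Of 23 cholesterol synthesis genes, 10 fell and 4 rose (13 and 4 adjusted over the list alone, adjusted p = 0.175), with Dhcr7 and Lss falling 1.31-fold each and Sc4mol 1.23-fold. Of 25 hypoxia and glycolysis genes, 8 rose and 5 fell, also adjusted over the list alone (adjusted p = 0.168), with Pfkp rising 2.46-fold. Of 18 Wnt target genes, 7 rose and 6 fell (7 and 7 adjusted over the list alone, adjusted p = 0.845), with Wnt7b rising 1.52-fold and Sfrp1 falling 1.48-fold. The median of this list was 0.11 and its mean -0.00056. Of 18 CNTF-driven JAK-STAT3 targets, 4 rose and 5 fell, also adjusted over the list alone (adjusted p = 0.311), Gfap among the higher ones and Socs3 falling 1.15-fold. Of 14 thyroid hormone targets, 3 rose and 6 fell, also adjusted over the list alone (adjusted p = 0.231), with Klf9 falling 1.34-fold and Hr falling by 0.32 on the log2 scale. Ribosomal protein genes, whose reads can be shared with pseudogenes, rose in 13 of 50 cases and fell in 1 (11 and 1 adjusted over the list alone, adjusted p = 0.119). Histone genes without poly(A) tails, a sign of RNA selection, rose in 2 of 10 cases and fell in 0 (1 and 0 adjusted over the list alone, adjusted p = 0.234).

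The authors' deposited table listed 372 changed protein-coding genes, 150 higher and 222 lower in the knockdown. Of 365 of these that were tested here, edgeR called 365, all with the same sign, and 361 also passed 2-fold. The overlap comes from the same libraries and is no independent evidence. A further 177 genes were called over 2-fold here and were outside the authors' deposited table. That table kept protein-coding genes at a DESeq adjusted p under 0.02, while all genes at an edgeR adjusted p under 0.05 were counted here. At an edgeR adjusted p under 0.02, the count over 2-fold here was 473 in place of 538. The authors' deposited table gave fold changes of 0.222 for Mbp and 3.21 for Gfap. Among 33 gene ontology terms in the authors' deposited table, oligodendrocyte development had a Benjamini p of 0.00066 and axon ensheathment one of 0.0014.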

Values the study reported

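The study reported that 2 of its hairpins lowered lnc-OPC by more than 50% in NSC culture. By qPCR, it gave a decrease of over 60% for both MBP and CNP after lnc-OPC depletion, relative to control cells, in an experiment that used both of these hairpins.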

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

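The 2 tests of guide bases 2 to 8 were set before their result was seen. The tests at bases 4 to 10, on culture yield and on the number of hairpins were chosen after it. Reads with more than 1 alignment, which the comparisons do not use, were more frequent in both knockdown libraries than in both controls. They made up 11.2% ± 0.0698 of listed reads in the knockdown and 10.8% ± 0.131 in the control (SD, n = 2).

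The first pattern is the set of genes higher more than 2-fold in the knockdown, of which Gja1, Sparcl1 and Sec61a1 are abundant members. Guide bases 2 to 8 of the luciferase hairpin matched 1 of 207 searched genes, 0.546 times the share in matched random sets (95% bounds 0.0138 to 3.01, one-sided permutation p = 0.842), too few to decide. Bases 4 to 10 (GAGATAC) matched 32 of 207, 15.5% against 5.43% in random sets, a ratio of 2.85 (bounds 1.99 to 3.89). The word had been picked as the top of a scan of the same fold changes, so this ratio cannot support an effect of the luciferase hairpin on the control, which stays open as a candidate explanation for part of this set. The upper bound of the share with a match, 21.1%, argues against matches to GAGATAC as the source of the whole set, which includes Gfap. The share counts direct matches only, so it cannot exclude an indirect effect of the luciferase hairpin on genes without a match. For genes without a match, the biological response to lnc-OPC loss stays open.

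The second pattern is the set of genes lower more than 2-fold. Bases 2 to 8 of the knockdown hairpin's guide matched 0.772 times the share in random sets (95% bounds 0.6 to 0.969, one-sided permutation p = 0.997), which argues against seed matches in that register. Bases 4 to 10 matched 56 of 300 searched genes, a ratio of 1.25 (bounds 0.969 to 1.58, one-sided permutation p = 0.0315), which leaves a small contribution open.

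The third pattern is the lower level of myelin and mature oligodendrocyte genes. Mean log2 CPM of the list differed between any control and any knockdown library by at least 0.92, which was 5.06 times the largest gap between replicates, 0.18. That argues against chance differences in yield of the size seen between replicates. With 2 libraries per group, larger differences between separately made cultures cannot be excluded. A property of either hairpin or of its cell line cannot be told apart from loss of lnc-OPC. Each group held 1 hairpin, so levels lower in the knockdown are equally levels higher in the luciferase control. The study also used another hairpin against lnc-OPC, which is not in these libraries. It reported lower levels of such markers by qPCR and fewer O4-positive cells by immunostaining with that hairpin too. A response to lnc-OPC loss stays open as the biological explanation.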

How the results depend on the processing

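Removing genes with a GAGATAC match was chosen after seeing the data. The other alternatives were planned. The count of called genes (6585) ranged from 5204 with DESeq2 to 6781 with the replicate block over the alternatives that kept all 4 libraries and all genes, and from 4886 to 5765 when 1 library was left out. The count over 2-fold (538) ranged from 362 with the filter at 1 CPM to 559 with no filter. The 2-fold limit applies to the fitted change alone. The glmTreat test against a 1.5-fold change called 478 genes, of which only 314 were among the 538. Mbp and Cnp were lower and called at an adjusted p under 0.05 with each alternative scaling, filter, tool and dispersion, with the replicate block and with each library left out. At a threshold of 0.02 Mbp would not be called (edgeR adjusted p = 0.0217). With library size only, the share of called genes that were higher was 40.3% in place of 50.3%. Without genes holding a GAGATAC match, 6032 genes were called and 488 passed 2-fold.

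The 13 called lists became 0 when camera estimated the correlation, with 1 list at an unadjusted p under 0.05, while fry called 17. These included 11 of the 13 and left out the cell cycle and immediate early lists. The loss of the 13 called lists is taken up below. They numbered 11 to 13 when 1 library was left out. For the endothelial and mural list the estimated correlation was -0.04, below the preset 0.01. Its unadjusted camera p still went from 0.00359 with the preset to 0.0904 with the estimate. A higher correlation therefore does not account for the loss of that list. With an estimated correlation camera refers its statistic to the residual degrees of freedom, 2 here, and with the preset one it does not. Every list therefore had little room to pass with the estimate, so the loss of a list is no evidence against that list. The replicate numbers were not shown to pair the libraries, as deviations of libraries with the same number correlated at 0.0538 across genes. With the number as a block, 6781 genes were called, 543 of them over 2-fold, and 12 lists, astrocyte genes being the list no longer called. Hist1h1e, which was not called, changed sign without control replicate 1. With each library left out, its log2 change ran from -0.065 to 0.00014. The filter on low counts left 8518 genes untested, of which 5596 had no read in any library.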

Other observations

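The tests on neighbouring genes and on words in 3' UTRs were chosen after the result was seen. Cnp was 15.6% lower and Mbp 77.9% lower in the knockdown here. The decrease of Cnp is smaller than the value quoted from the study above, and that of Mbp is not.

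Some genes near the lnc-OPC locus, in the order of the RefSeq table for GRCm38.p6, were called, and they were not tested against genes at other loci. Of all genes tested, 46.7% were called, with a median absolute log2 change of 0.27 among called genes. The neuronal gene Enc1 had a log2 change of -0.29 (SE 0.03, edgeR adjusted p = 2.37e-09), Utp15 one of -0.32 (SE 0.06, edgeR adjusted p = 3.61e-05) and Ankra2 one of 0.32 (SE 0.05, edgeR adjusted p = 3.74e-06). Gfm2 was at -0.13 (edgeR adjusted p = 0.0431), and Btf3 was not called.

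The word GAGATAC had the highest score of 15999 words of 7 bases scanned in 3' UTRs (z = 13.4). The next word, AGATACA, which overlaps it, had z = 7.58. Of the 420 words made of the same bases, the next was AGATACG (z = 3.93). That word also overlaps GAGATAC and pairs with bases 3 to 9 of the luciferase guide. The 918 genes that hold GAGATAC had a median log2 change of 0.11 against -0.0035 for the others. Of these genes, 42.7% were called higher and 17.5% lower, against 22.9% and 24.2% of genes without it. The score was 14.5 for knockdown 1 against control 1 and 13.3 for knockdown 2 against control 2, but 1.24 between the controls and -0.451 between the knockdown libraries. Among genes called over 2-fold higher with a mean of at least 10 CPM, 19 of 54 held it. That was 5.82 times the share in matched random sets (95% bounds 3.75 to 8.17). The word pairs with bases 4 to 10 of the luciferase guide as drawn in the oligonucleotide. One hypothesis, found on these fold changes and not tested on others, is that the mature guide starts 2 bases further in. The same register of the knockdown guide, ACCTTCT, had z = -3.56 and ranked 113 from the lowest.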
